# Regulation of the *Neurospora* Circadian Clock by the Spliceosome Component PRP5

**DOI:** 10.1534/g3.119.400500

**Published:** 2019-09-11

**Authors:** Huan Ma, Lin Zhang, Xinyang Yu, Yufeng Wan, Dongni Wang, Weirui Shi, Meiyan Huang, Manhao Xu, Enze Shen, Menghan Gao, Jinhu Guo

**Keywords:** circadian clock, *Neurospora crassa*, PRP5, spliceosome, alternative splicing

## Abstract

Increasing evidence has pointed to the connection between pre-mRNA splicing and the circadian clock; however, the underlying mechanisms of this connection remain largely elusive. In the filamentous fungus *Neurospora crassa*, the core circadian clock elements comprise White Collar 1 (WC-1), WC-2 and FREQUENCY (FRQ), which form a negative feedback loop to control the circadian rhythms of gene expression and physiological processes. Previously, we have shown that in *Neurospora*, the pre-mRNA splicing factors Pre-mRNA-processing ATP-dependent RNA helicase 5 (PRP5), protein arginine methyl transferase 5 (PRMT5) and snRNA gene *U4-2* are involved in the regulation of splicing of *frq* transcripts, which encode the negative component of the circadian clock system. In this work we further demonstrated that repression of spliceosomal component sRNA genes, *U5*, *U4-1*, and *prp5*, affected the circadian conidiation rhythms. In a *prp5* knockdown strain, the molecular rhythmicity was dampened. The expression of a set of snRNP genes including *prp5* was up-regulated in a mutant strain lacking the clock component *wc-2*, suggesting that the function of spliceosome might be under the circadian control. Among these snRNP genes, the levels of *prp5* RNA and PRP5 protein oscillated. The distribution of PRP5 in cytosol was rhythmic, suggesting a dynamic assembly of PRP5 in the spliceosome complex in a circadian fashion. Silencing of *prp5* caused changes in the transcription and splicing of NCU09649, a clock-controlled gene. Moreover, in the clock mutant *frq^9^*, the rhythmicity of *frq* I-6 splicing was abolished. These data shed new lights on the regulation of circadian clock by the pre-RNA splicing, and PRP5 may link the circadian clock and pre-RNA splicing events through mediating the assembly and function of the spliceosome complex.

Most organisms possess circadian clocks to orchestrate their daily metabolic, physiologic and behavioral rhythmicities (Bell-Pedersen *et al.* 1996). In eukaryotes, circadian clocks are controlled by positive and negative components that constitute transcriptional-translational negative feedback loops (Bell-Pedersen *et al.* 1996). In recent decades, regulatory layers acting on circadian clock networks, including post-transcriptional, post-translational and epigenetic regulation, have been identified. All of these regulations are necessary for the coordination of appropriate circadian clock functions (Bell-Pedersen *et al.* 1996; Gallego and Virshup 2007; Vanselow and Kramer 2007; Cibois *et al.* 2010; Sanchez *et al.* 2010; Durgan *et al.* 2011; Kojima *et al.* 2011; Staiger and Green. 2011; Staiger and Köster 2011; Kusakina and Dodd 2012; Wang *et al.* 2013).

The filamentous fungus *Neurospora crassa* is an important model for circadian research. In the *Neurospora* circadian clock, WC-1 and WC-2 are two PAS (PER-ARNT-SIM) domain-containing proteins that form the White Collar Complex (WCC). WCC binds to the promoter of the *frequency* (*frq*) gene and consequently activates its transcription. As a negative element, FRQ forms the FRQ-FRH complex (FFC) with FRH (FRQ-interacting RNA helicase) which inhibits the function of WCC. The inhibition of WCC by FRQ is relieved after temporal phosphorylation and degradation of FRQ. These positive and negative components constitute the transcription-translational negative feedback loop (TTFL) (Baker *et al.* 2012).

FRQ proteins contain small FRQ (s-FRQ) or large FRQ (l-FRQ) isoforms which are produced through the alternative splicing of intron 6 (I-6) of the *frq* pre-mRNA. The proportion of s-FRQ to l-FRQ is critical for the function of the clock (Liu *et al.* 1997). Higher temperatures induce more expression of l-FRQ and repress the expression of s-FRQ (Liu *et al.* 1997; Garceau *et al.* 1997; Colot *et al.* 2005; Diernfellner *et al.* 2005; Brunner and Diernfellner 2006). S-FRQ supports a longer circadian period and l-FRQ supports a shorter one (Liu *et al.* 1997; Brunner and Diernfellner 2006). FRQ isoforms also display differences in nucleocytoplasmic shuttling, in which l-FRQ accumulates in the nucleus (Cha *et al.* 2014). Recently, it has been shown that the catalytic subunit of exosome complex, RRP44, regulates the splicing of *frq* in addition in its mediating *frq* mRNA decay (Guo *et al.* 2009; Zhang *et al.* 2015). In *Neurospora*, the core nonsense-mediated RNA decay (NMD) factor - UPF1 - is also involved in controlling the splicing of *frq* I-6 (Wu *et al.* 2017).

A growing body of evidence suggests that alternative splicing plays a critical role in the regulation of circadian clocks in multiple species (Smith *et al.* 1989; Liu *et al.* 1997; Liu *et al*. 1998; Majercak *et al.* 2004; Colot *et al.* 2005; Diernfellner *et al.* 2005; Diernfellner *et al.* 2007; Hong *et al.* 2010; James *et al.* 2012a; James *et al.* 2012b; Jones *et al.* 2012; Koike *et al.* 2012; Low *et al.* 2012; McGlincy *et al.* 2012). The splicing regulation of clock genes or clock-controlled genes has been reported in various organisms, including mammals (Koike *et al.* 2012; Na *et al.* 2012), insects (Majercak *et al.* 2004; Sanchez *et al.* 2010) and plants (Sanchez *et al.* 2010; Hong *et al*. 2010; Jones *et al.* 2012; Wang *et al.* 2013; Schlaen *et al.* 2015). Most of the reported regulators are either spliceosome components or spliceosome-associated factors. The regulation of splicing acts as a critical layer on top of the basic negative feedback loop of the circadian clock.

Though connections between the circadian clock and pre-mRNA splicing have been investigated, the mechanism underlying the regulation of the spliceosome by the circadian clock remains largely unknown. PRP5 is a DExD/H-box containng RNA-dependent ATPase required for the formation of pre-spliceosome during the nuclear pre-mRNA splicing (Kosowski *et al.* 2009). PRP5 has been previously shown to mediate the splicing of *frq* I-6 (Zhang *et al.* 2015). We report that PRP5 is controlled by circadian clock, while in return also modulates the circadian oscillator and downstream alternative splicing events.

## Materials and Methods

### Strains and growth conditions

The *301-5* (*bd*, *a*) strain was used as the wild type (WT) strain. The *frq^9^* strain bears a frameshift mutation in the *frq* ORF (Aronson *et al.* 1994), and the *frq* gene is deleted in the *frq10* strain (Aronson *et al.* 1994). The *301-6-6* strain (*bd*, *his-3*, *A*) was used as the host strain for *his-3* targeting constructs. Liquid cultures were incubated in minimal medium (1 × Vogel’s, 2% glucose). When quinic acid (QA) was used, liquid cultures were grown in 0.01 M or indicated concentrations of QA (pH 5.8), 1 × Vogel’s, 0.1% glucose, and 0.17% arginine. The race tube medium contained 1 × Vogel’s, 0.1% glucose (0% when QA was used), 0.17% arginine, 50 ng/mL biotin, and 1.5% agar.

To generate these knockout (*KO*) strains, the entire coding sequences of snRNA genes *U5* and *U4-1* were deleted by replacement with the *hph* gene (Colot *et al.* 2006). The *Neurospora crassa* unit (NCU) numbers of *U5* and *U4-1* are NCU02572 and NCU09547, respectively. 

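RefSeq lists both NCU02572 and NCU09547 as protein-coding genes in assembly NC12, and pairs neither with a snRNA symbol. In the mRNA-seq of WT in constant darkness (1 deposited column per time point, with no replicate columns), NCU02572 had 9.36 RPKM at DD12, from 1061 reads, and 14.4 RPKM at DD20, from 1588 reads. The values of NCU09547 were 9.14 RPKM at DD12, from 611 reads, and 12.2 RPKM at DD20, from 797 reads. The gene lengths that give whole reads were 3690 nt and 2177 nt, respectively. As the libraries were made from polyA RNA and give 1 value per gene, these values do not separate a snRNA from the rest of the gene.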

The gene replacement cassette harboring *hph* was transformed into the *bd*, *ku70^RIP^* strain.

The ds*prp5* strains were generated by introducing plasmids expressing RNA hairpins that were complementary to the gene to be inhibited into the WT strain *301-6-6* (Cheng *et al.* 2005), and this strain has been previously described (Zhang *et al.* 2015). The following primers containing specific restriction enzyme sites were used to generate the construct expressing RNA hairpins: forward: 5′-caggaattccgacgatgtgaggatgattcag-3′; reverse: 5′-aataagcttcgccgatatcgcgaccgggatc-3′. The hairpin sequence in the amplified products was complementary to approximately 500 bp of the gene of interest downstream of the *qa-2* promoter. The resulting plasmids were targeted to the *his-3* locus by transformation into *301-6-6* (*bd*, *his-3*, *A*). Addition of QA induces the repression of *prp5* expression in the ds*prp5* strain.

The information of other primers used in this work is available in the supplemental primer list.

### Luciferase assay for circadian rhythms

The *bar-frq-luc-I* plasmid was transformed into the *301-5* (WT) and ds*prp5* strains to monitor the real-time fluctuation of luciferase signal. Obtained transformants were screened using basta/ignite (200 μg/mL) resistance conferred by the *bar* gene (Gooch *et al.* 2008). To observe fluorescence the strains were inoculated on AFV (autoclaved FGS-Vogel’s) medium that contained 1×FGS (0.05% fructose, 0.05% glucose, 2% sorbose), 1 × Vogel’s medium, 50 μg/L biotin, and 1.8% agar. Firefly luciferin (BioSynt L-8200 D-luciferin firefly (synthetic) potassium salt) was added to the medium after autoclaving (final concentration of 50 μM). A LumiCycle high-throughput luminometer (Actimetrics, USA) was used for the luciferase assay as described previously (Gooch *et al.* 2008; Zhou *et al.* 2013).

### RNA and protein analyses

For reverse transcription PCR (qRT-PCR) analysis, the total RNA samples were isolated and treated with RNase-Free **DNase I (NEB, USA)** and subjected to reverse transcription using M-MLV **(Invitrogen, USA)** and random primers. The PCR products were resolved on a 1% agrose gel. The information of primers used in this work is available in the supplemental primer list.

For quantitative reverse transcription PCR (qRT-PCR) analysis, the total RNA samples were isolated and treated in same way described above. The obtained cDNAs were amplified with SYBR Green Master Mix (Takara, Japan) using a LightCycler 480 (Roche, Germany).

Protein extraction, western blot analysis and immunoprecipitation assays were performed as previously described (Garceau *et al.* 1997). Equal amounts of total protein (40 μg) were loaded in each lane of an SDS-PAGE gel (7.5%, containing a ratio of 37.5:1 acrylamide/bisacrylamide). Dephosphorylation of the FRQ protein was achieved by λ-phosphatase treatment.

### Chromatin Immunoprecipitation (ChIP) assay

The ChIP assay was performed as previously described (Cao *et al.* 2018). The immunoprecipitation was performed with a WC-2 antibody. Each experiment was independently performed three times, and immunoprecipitation without the WC-2 antibody or with the *wc-2^KO^* extract was used as the negative control. The following primers were used in ChIP assay: forward, 5′-tgtccaagcgggaagctggagt-3′; reverse, 5′-ccacgcttagggtaagtaactg -3′.

### Sucrose fractionation analysis

Sucrose density gradients (10–30%) were prepared and 4 mg of total protein samples were loaded for each analysis. The gradients were centrifuged at 175,000 × g for 18 h in a SW-40 rotor at 4°. Twelve equal fractions were collected and 450 μl of each fraction was used for RNA analysis. The samples were treated with DNase I prior to the RT-PCR to determine the levels of *U5*. Western blot analysis was also used to determine the distribution of PRP5 (Wu *et al.* 2017).

### Statistical analysis

Statistical significance was calculated using Student’s *t*-test. The values presented are the mean ± SD or SE as denoted. Significance values are *P < 0.05, **P < 0.01 and ^#^*P* < 0.001.

### Data availability

The RNA sequencing data of *Neurospora* WT strain in constant darkness for 12 hr (DD12) and 20 hr (DD20) were deposited at Gene Expression Omnibus (GSE117118). Supplemental protocol for RNA-seq analysis and Tables S1-S5 are available at FigShare: https://doi.org/10.25387/g3.9790751.

## Results

### Regulation of the circadian clock by PRP5

Spliceosome is one of the largest cellular complexes and comprises small nuclear ribonucleic acids (snRNAs), small nuclear ribonucleoprotein particles (snRNPs) and an additional group of non-snRNP proteins. *Neurospora* possesses 15 snRNA genes (belonging to the *U1*, *U2*, *U5*, and *U4/U6* species) in total (Wan *et al.* 2015). To determine the effects of the spliceosomal components on the circadian clock, knockout strains of the snRNA genes *U5* (*U5^KO^*) and *U4-1* (*U4-1^KO^*) were created and validated (Figure 1A&B). These two knockout strains are heterokaryon that failed to cross and generate homokaryotic progeny, suggesting that appropriate pre-mRNA splicing is essential for sexual reproduction. To analyze the effects of the *U4-1^KO^* and *U5^KO^* heterokaryotic strains on the circadian rhythms, these two strains were inoculated inside and at one end of long glass tubes called race tubes. In a race tube assay, *Neurospora* grows toward the other end of the tube on a layer of solid media. During growth, *Neurospora* releases asexual conidia, and the circadian periods can be calculated by analyzing the interval time between the conidiation bands (Baker *et al.* 2012). From the race tube results, both *U4-1^KO^* and *U5^KO^* heterokaryotic strains exhibited a slight but significant decrease in their conidiation period lengths (Figure 1C-F).

**Figure 1:**
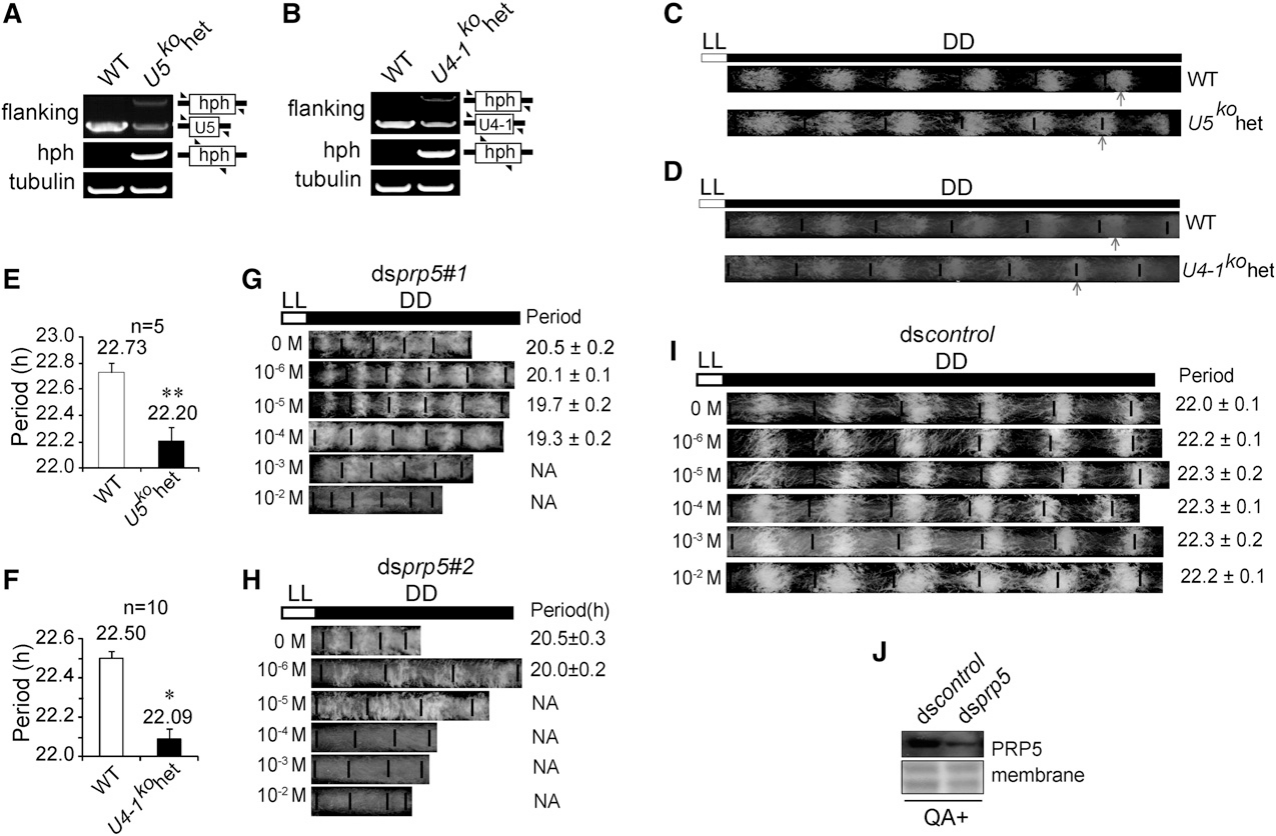
Spliceosome components regulate the circadian clock. (A&B) PCR validation of the *U5* and *U4-1* genes in the *U5^KO^* (A) and *U4-1^KO^* (B) strains, respectively. The PCR results showed the presence of *hph* in both knockout strains but not in WT, and decrease in the target gene abundance, which suggest that these two strains are heterokaryons. Arrows denote the locations of relative PCR primers (C&D) Race tube assay of *U5^KO^* heterokaryon (C) and *U4-1^KO^* (D) heterokaryon strains under constant dark. Arrows indicate the location of the six conidiation bands of each strain. (E&F) Statistics of the circadian periods. The values are presented as the mean ± SD, n = 3. (G-I) Race tube assay results of two transformants of ds*prp5* strain (G&H) and ds*control* (I) at different concentrations of QA. (J) Western blot validation of the ds*prp5* strain. Membrane stained with amido black served as control.

Previously we generated a knockdown strain of the *prp5* gene, which has been named ds*prp5* (Zhang *et al.* 2015). We have obtained two transformants of ds*prp5*, which are named ds*prp5#*1 and ds*prp5#2*, and the ds*prp5#1* strain has been previously described (Zhang *et al.* 2015). In these two transformants, QA induces the silencing of *prp5* expression. Both of the ds*prp5* strains display much slower growth rate compared to WT even without QA, and the presence of 0.01M QA resulted in a more dramatic decrease in growth and a reduction of aerial hyphae and conidia, which might be owing to a leakage effect of the *qa* promoter leakage. Despite the conferred growth, ds*prp5* exhibited conidiation rhythms in the absence of QA, with a period shorter compared to that in WT strain. By contrast, the conidiation rhythms of ds*prp5* were abolished in the presence of QA (Figure 1G-I), suggesting that knockdown of *prp5* leads to influence on the circadian clock. We used ds*prp5#1* for the following studies as it shows slighter leakage effect. Previously the repression of *prp5* RNA in this strain was verified by northern blot, and here, we further validated them by western blot with PRP5 antiserum (Figure 1J).

In ds*prp5* strain, alterations in the expression of the clock genes *frq*, *wc-1* and *wc-2* in constant light were observed. The RNA levels of *frq* and *wc-2* were decreased while *wc-1* increased in ds*prp5*. The changes in protein levels of these three genes were consistent with the RNA data (Figure 2A&B). These data suggest that the negative feedback loop of the circadian clock might be extensively affected upon *prp5* knockdown. We next examined the expression of the *frq* mRNAs and FRQ proteins in constant dark (DD) for 48 hr, by qRT-PCR and western blot analysis, respectively. The qRT-PCR results showed that the *frq* mRNA levels oscillated and the period was ∼2 h shorter in ds*prp5* than that in ds*control* (Figure 2C). The western blot analysis revealed that FRQ proteins showed a peak at DD20 but the second peak was dampened (Figure 2D). The results of both *frq* RNA and FRQ protein showed that the phase of rising up on the first day after transition from LL to DD was advanced in the ds*prp5* strain (Figure 2C, D). We next introduced a luciferase reporter construct under the control of the *frq* promoter into the WT and ds*prp5* strains, to allow us to observe the molecular rhythms for a longer time, and the results showed that the rhythmicity of luciferase activity was severely dampened in the ds*prp5* which disappeared within several days (Figure 2E). These results demonstrate that the spliceosome plays an important role in maintaining the robust circadian rhythms.

**Figure 2:**
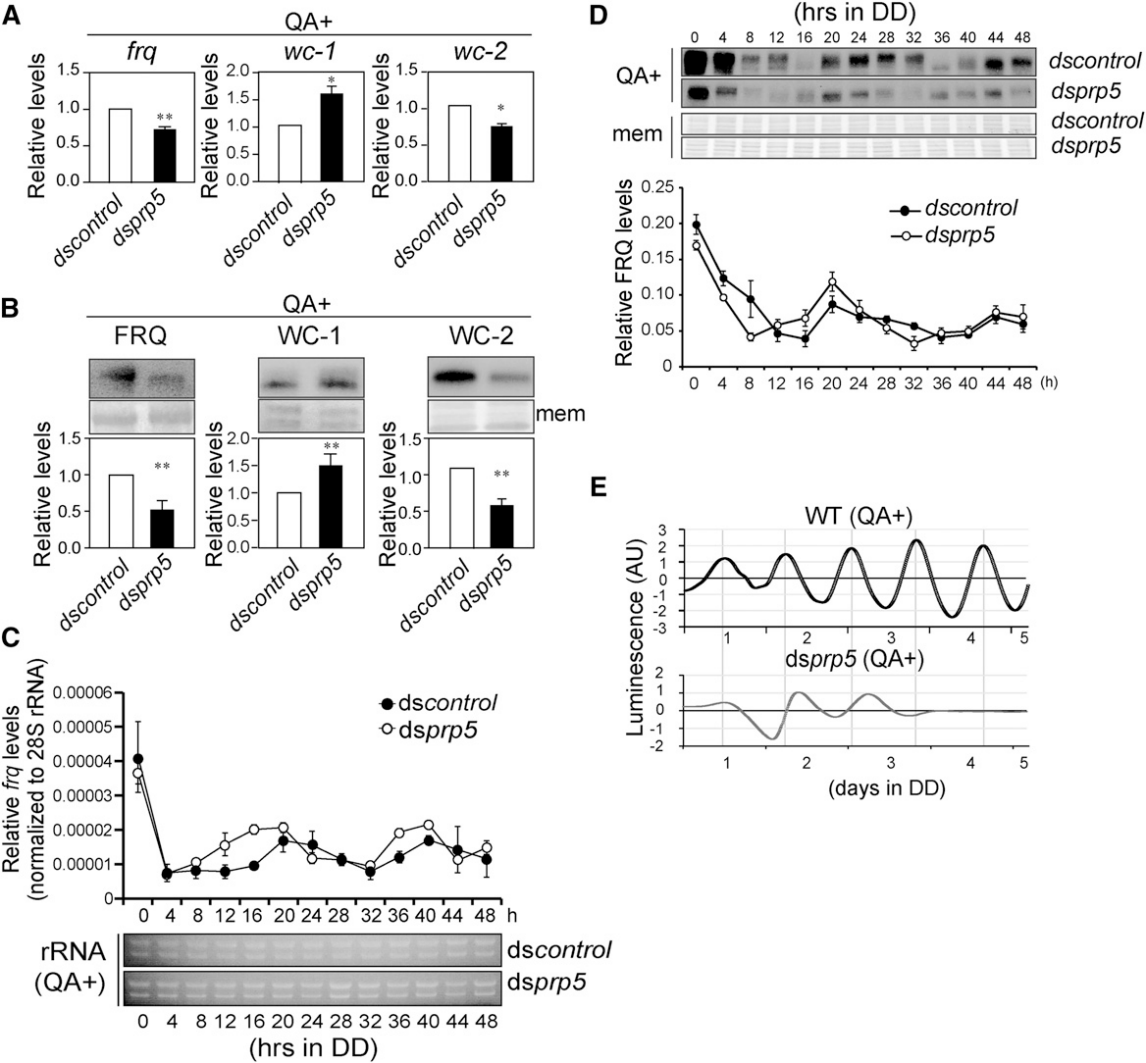
PRP5 regulates *Neurospora* circadian rhythms. (A) qRT-PCR results of *frq*, *wc-1* and *wc-2* in ds*control* and ds*prp5* strains. The strains were grown in constant light (LL). The expression was normalized to 28s rRNA. Values are mean ± SD, n = 5. (B) Western blot results of FRQ, WC-1 and WC-2 in ds*control* and ds*prp5* strains. The strains were grown in LL. Values are mean ± SD, n = 5. (C) qRT-PCR analysis showing the expression of *frq* RNA in ds*prp5* in constant dark over a 48-h time course. Electrophoresis results of RNA samples were shown as control. The expression was normalized to 28s rRNA. The values are presented as the mean ± SD, n = 3. (D) Western blot analysis of the FRQ protein levels in ds*prp5* in constant darkness over a 48-h time course. The values are presented as the mean ± SD, n = 3. (E) Representative results of luciferase reporter assays showing the *frq* promoter activity of the indicated strains in constant darkness. The measurement of luciferase activity was normalized by subtracting the baseline luciferase signal.

### Circadian control of PRP5 gene expression

To assess whether the expression of spliceosomal genes is affected by the circadian clock, we compared the expression of spliceosomal genes in the *wc-2* knockout strain (*wc-2^KO^*) using qRT-PCR. The expression of all of the tested snRNA genes showed no significant changes, while the expression of most snRNP genes was increased, with the exception of that of *prp8*, *prp46*, *prp3* and *snu66* (Figure 3A, B). Despite the relatively low levels, the overall increase suggests that the gene expression and function of spliceosome components may be under the circadian control.

**Figure 3:**
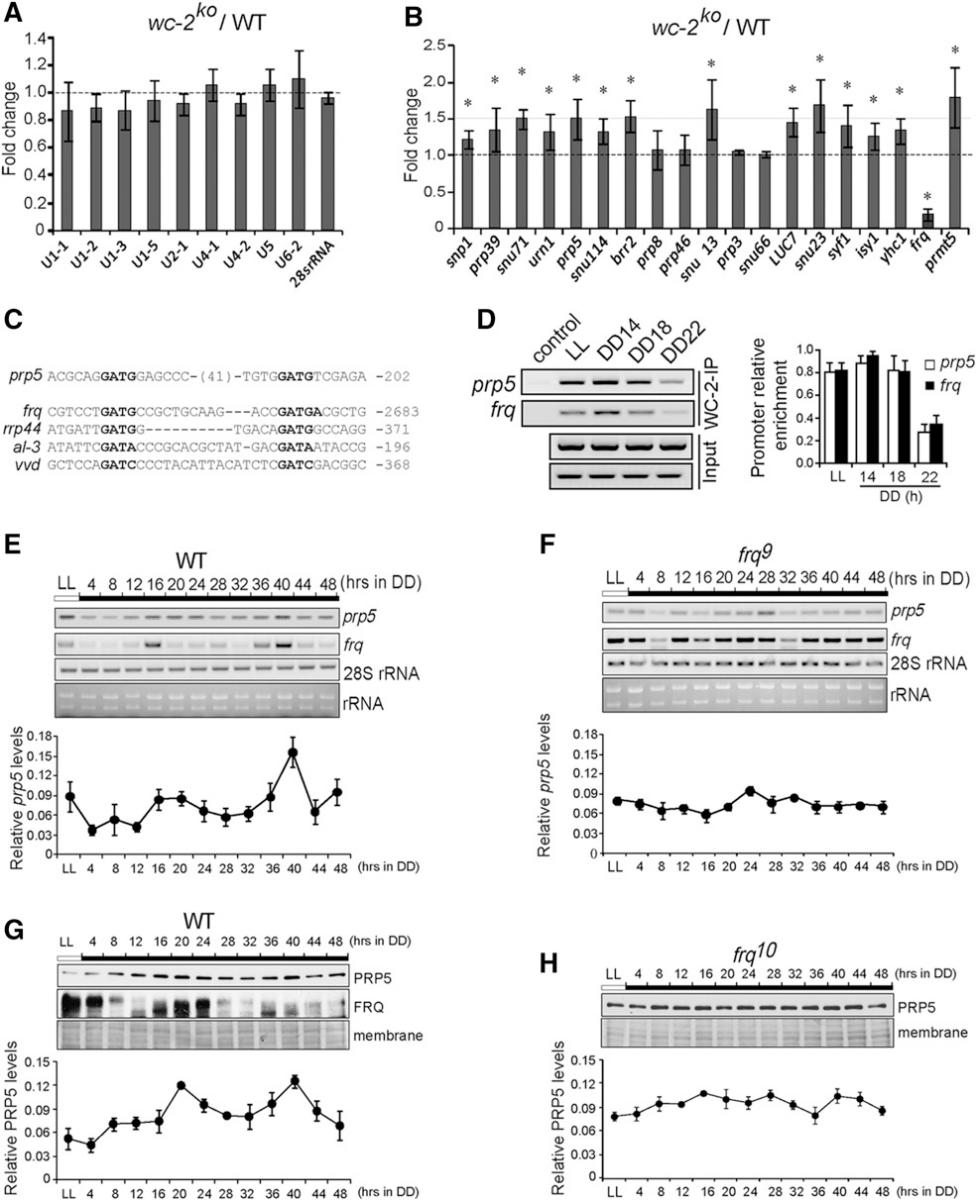
Circadian clock controls expression of spliceosomal genes. (A) qRT-PCR of snRNA genes in the *wc-2^KO^* strain. The expression was normalized to 28s rRNA. The values are presented as the mean ± SD, n = 3. (B) qRT-PCR of snRNP genes in the *wc-2^KO^* strain grown in LL. The values were normalized to the levels in the WT strain. The values are presented as the mean ± SD, n = 3. (C&D) ChIP assays with WC-2 antibody showing that WCC binds to the *prp5* and *frq* promoters specifically and rhythmically in the wild-type strain. The values are presented as the mean ± SD, n = 3. (E&F) qRT-PCR results showing the expression of *prp5* in WT and *frq9* strains. The expression was normalized to 28s rRNA. The values are presented as the mean ± SD, n = 3. (G&H) Western blot analysis of the PRP5 protein levels in the WT (G) and *frq^10^* (H) strain in constant darkness over a 48-h time course. The values are presented as the mean ± SD, n = 3.

Sequence analysis indicated the existence of a putative C-box in the promoter region of *prp5* (Figure 3C). Flanking primers were synthesized, and a chromatin immunoprecipitation (ChIP) assay was conducted, and the results showed that WCC bound specifically to the C-box-like element in the *prp5* promoter and this binding might peak around DD14 (Figure 3C, D). These data suggest that the expression of PRP5 might be controlled by the circadian clock.

We next investigated *prp5* expression under constant dark conditions for 48 h. The results of the RT-PCR analyses showed that *prp5* RNA levels exhibited low but significant circadian rhythmicity in the WT strain. By contrast, the circadian rhythmicity of *prp5* RNA was abolished in the *frq^9^* strain (Figure 3E, F). In consistence, the western blot results using a PRP5 antibody demonstrated that the PRP5 levels oscillated with a period of approximately 24 h under constant dark in the WT strain but not in the *frq^10^* strain, in which the ORF region of *frq* gene was deleted (Figure 3G, H). These data confirmed the clock-controlled expression of *prp5* RNA and PRP5 protein.

### The circadian clock controls PRP5 assembly

We next conducted sucrose fractionation assays to examine whether the circadian clock controls the assembly of PRP5 in the spliceosome complex, which can be reflected by the changes in PRP5 distribution in fractionated samples (Wu *et al.* 2017). We performed sucrose sedimentation assays in triplicate and compared the distribution of PRP5 in the sucrose gradient fractions as a function of time under constant dark conditions. A periodicity of approximately 24 h was observed in the WT strain while it was arrhythmic in *frq10* (Figure 4A, B). These data suggest that circadian clock governs the assembly of PRP5 in the spliceosome complex.

**Figure 4:**
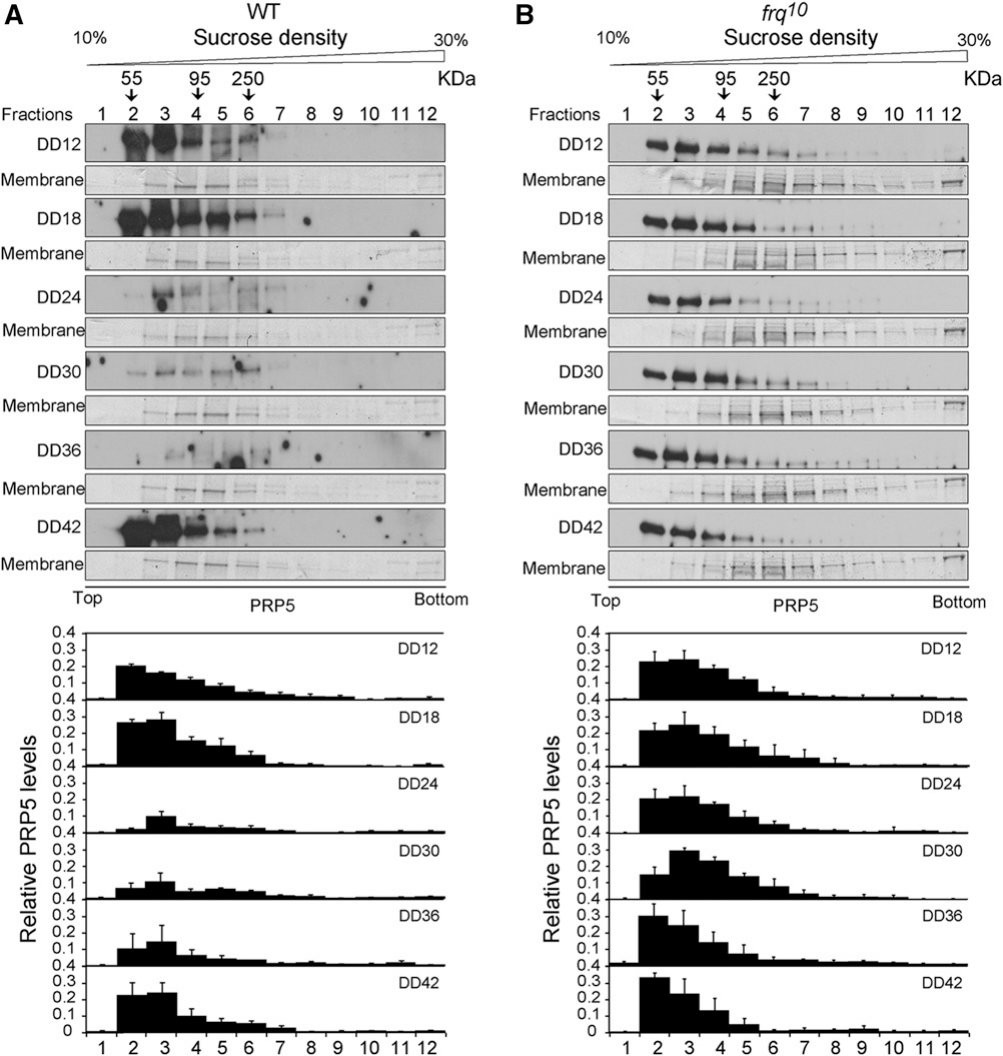
Spliceosomal assembly is under circadian control. (A&B) The distribution of PRP5 in sucrose fractionation samples from DD12 to DD42 in increments of 6 h, in WT (A) and *frq^10^* (B) strains. Upper: Representative western blot results of PRP5 in sucrose fractionated samples at each time points are shown. Bottom: Densitometric quantification of the PRP5 distribution in fractions at different time points. For comparison, all 72 samples were blotted onto one membrane after electrophoresis. The total value from all 12 densitometric traces of each experiment was normalized to be 1.0. The values are presented as the mean ± SD, n = 3.

### Regulation of the splicing rhythm by the spliceosome and clock

To identify the downstream genes whose splice variant proportions are controlled by the circadian clock, RNA-sequencing (RNA-seq) and bioinformatic analyses were carried out. 

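Gene expression in WT was measured by mRNA-seq of polyA RNA after 12 hr (DD12) and 20 hr (DD20) in constant darkness. The authors deposited RPKM values, the reads on each gene scaled by gene model length and library total, for 10559 genes. The deposited table has 1 column per time point, whereas the paper describes duplicate RNA samples (2 per time point), each pooled from 3 independent samples. The paper's text does not say whether a column is 1 of the duplicates or both combined. The difference between the time points therefore has no replicate check here, and no p-value across genes was computed. The aligner, the counting method, the strand handling and the genome build are not named in the paper's text.
An RPKM value is a whole number of reads multiplied by a factor set by the gene's length and the library total, so the totals were recovered from the steps between low values. They were 30712952 reads at DD12 and 29960356 reads at DD20, a ratio of 0.975. With these totals, all 8720 genes tried gave whole reads for at least 1 gene length, against 21.4% of 1500 genes with a wrong total. The genes tried were those above 0 at both time points with a RefSeq entry, apart from 6 too abundant to resolve. The length was unique for 6689 genes. Even read numbers made up 62.2% of 196 genes with 1 to 10 reads at DD12 and 61.1% of 193 at DD20, so the mates of a pair were treated as counted separately and 95% intervals (exact Clopper-Pearson) were computed on reads divided by 2. These intervals cover counting error only. Changes are given as log2((RPKM at DD20 + 1)/(RPKM at DD12 + 1)), which understates the change of genes with low values, over genes with a mean RPKM of at least 1. Gene symbols and gene types were taken from the RefSeq annotation of assembly NC12, which had entries for 10526 of the genes. RefSeq lists some of the genes as rRNA, and these took 7.75% of the reads at DD12 and 5.31% at DD20. Most of these reads lie on NCU17319, which was too abundant to resolve, so the length of its RefSeq entry was assumed.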

The duplicate RNA samples from WT grown in constant darkness for 12 hr (DD12) and 20 hr (DD20) were used to generate the mRNA-seq library and RNA, each of which comprised equally pooled three independent samples (GSE117118). From this analysis, we identified hundreds of sites that were differentially spliced when DD12 and DD20 were compared (Supplemental Protocol and Tables S1-S5). 

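The deposited values are 1 RPKM per gene and time point and hold no reads on splice sites, so the differences in splicing were not analysed here. At the level of whole genes, 7414 genes had a mean RPKM of at least 1. Of these, 7186 (96.9%) lay within 2-fold between DD12 and DD20, 55 were higher at DD20 by 2-fold or more and 173 were higher at DD12. The median log2 ratio was 0.15 and the median absolute log2 ratio 0.28. Spearman's rho between the time points was 0.963 across genes, which are not independent replicates. The 95% counting interval lay above 0 for 54 of the 55 genes higher at DD20 and below 0 for 169 of the 171 genes higher at DD12 whose reads could be recovered. Without the 10 most abundant genes and with each library rescaled, the numbers were 35 genes higher at DD20 and 335 higher at DD12, and the share of these genes that were higher at DD20 fell from 24.1% to 9.46%. The largest rise among genes with an RPKM of at least 10 in either library and reads in both was that of NCU00309, from 11.1 to 48.3 RPKM. Outside the rRNA genes, the lowest log2 ratios were those of NCU01348, from 105 to 6.75 RPKM, NCU08448, from 72.0 to 6.61 RPKM, and vvd, from 15.2 to 0.923 RPKM. Their order depends on the added 1, since without it the fall was 16.4-fold for vvd, 15.6-fold for NCU01348 and 10.9-fold for NCU08448.
Introns were inferred, after the data were examined, in protein-coding genes with 1 RefSeq transcript whose recovered gene length was unique and shorter than the RefSeq span. The rule does not separate an intron from a gene model that differs from that of RefSeq. For NCU08154 the difference in length was only 21 nt. By this rule 4776 of 5913 genes were counted as having an intron. A mean RPKM of at least 1 was reached by 4162 of these, with a median of 910.5 reads per gene at DD12 and 973 at DD20. Their median absolute log2 ratio was 0.28, against 0.29 in 961 expressed genes without an inferred intron.

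**Figure D1:**
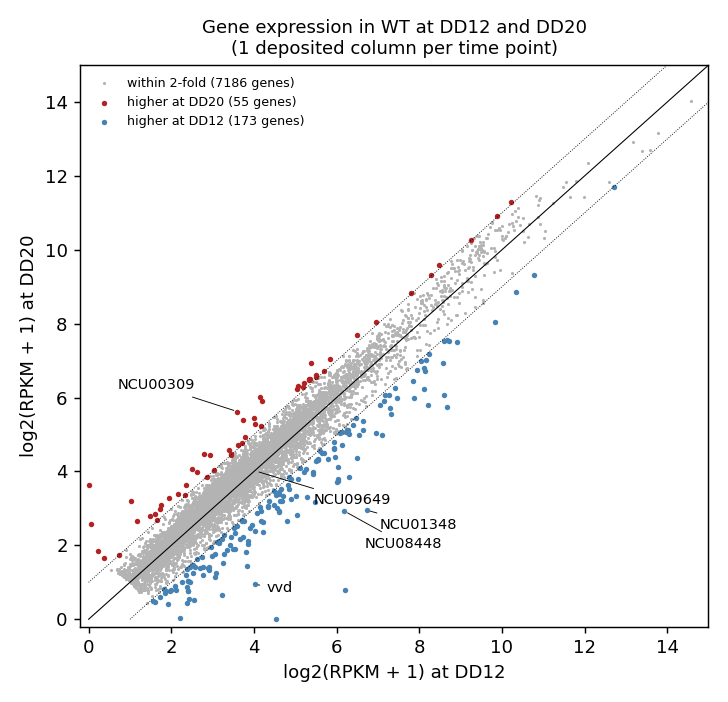
Gene expression in WT at DD12 (x axis) and DD20 (y axis), both as log2(RPKM + 1), with 1 point per gene for the 7414 genes with a mean RPKM of at least 1. The solid line marks equal values and the dotted lines a 2-fold difference. The 173 genes higher at DD12 and the 55 higher at DD20 are coloured, and NCU09649 lies close to the line of equal values.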

We further conducted qRT-PCR in about thirty splicing sites in three set of samples harvested at DD12 to DD42 in increments of 6 h, however, only a few of which were confirmed to oscillate. This inconsistency suggests the differences between two DD12 and DD20 mostly represent non-circadian fluctuations. Among these genes, NCU09649 encodes a putative metallophosphoesterase that contains only one intron in its 5′ UTR region (Figure 5A). 

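In the mRNA-seq libraries, the RPKM of NCU09649 was 15.4 at DD12 and 15.2 at DD20. The steps between values gave a gene length of 2147 nt and 1017 reads at DD12 against 975 at DD20. The log2 ratio was -0.024, and its 95% counting interval, taken without the added 1, was -0.21 to 0.16. The interval spans 0, so read counting gave no difference in the total level of NCU09649 between these columns. It leaves out variation between RNA pools, and DD12 and DD20 alone do not test a rhythm. The ratio of NCU09649 was higher than that of 29.6% of the 500 genes nearest to it in expression. RefSeq lists 2 transcripts for NCU09649 in assembly NC12, and 1 RPKM value per gene does not separate its spliced and unspliced species.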

We investigated the splicing of NCU09649 in the WT and ds*prp5* strains under constant dark at DD12 through DD42. The RT-PCR results showed that both the unspliced and spliced species of NCU09649 oscillated in WT but not in ds*prp5* (Figure 5B&C). Compared to the WT, the rhythmicity of the spliced transcripts of NCU09649 was significantly dampened in ds*prp5*. In addition, in the ds*prp5* strain, the levels of spliced species were significantly decreased (Figure 5B, C), suggesting a role of PRP5 in the regulation of NCU09649 splicing.

**Figure 5:**
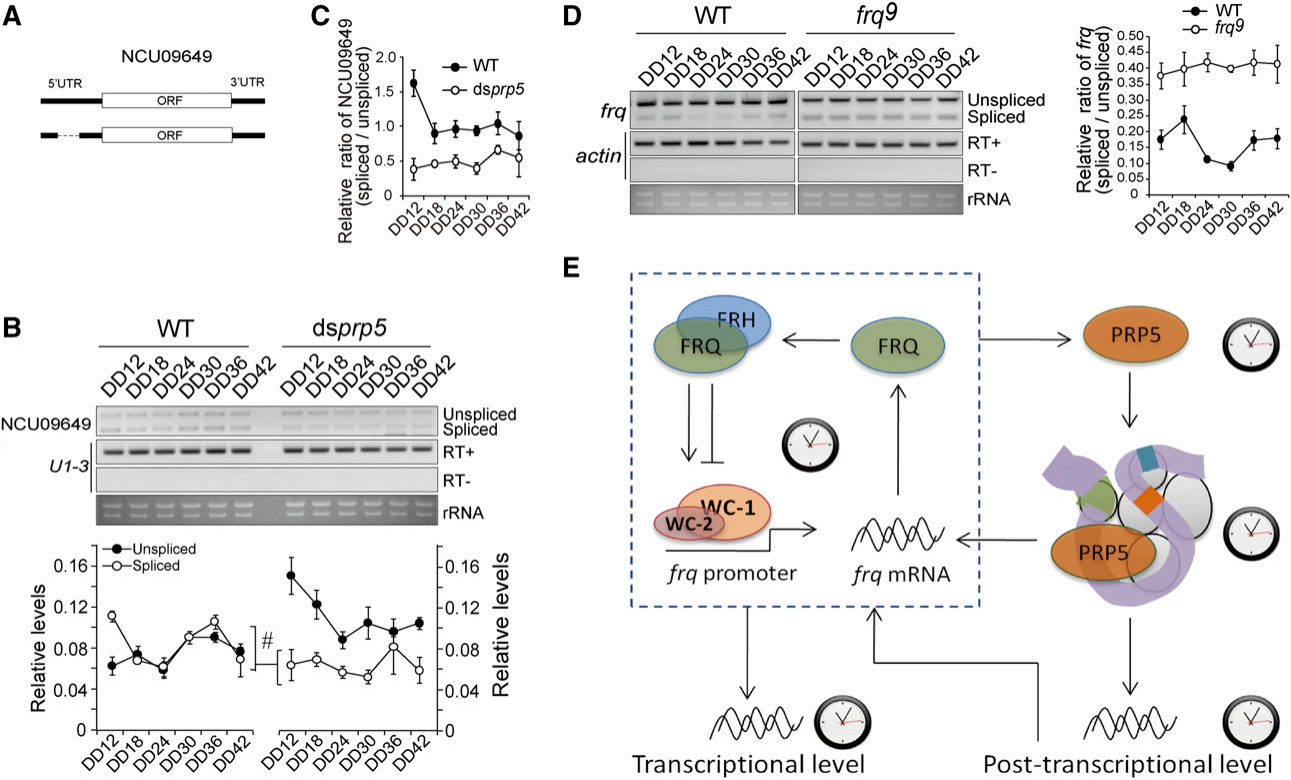
PRP5 controls the circadian rhythm of splicing. (A) Schematic representation of NCU09649 splicing isoforms. (B) RT-PCR analysis of the alternative splicing of NCU09649 at DD12 to DD42 in increments of 6 h in the WT and *dsprp5* strains. The values are presented as the mean ± SD, n = 3. (C) Densitometric quantification of the results. The values are presented as the mean ± SD, n = 3. (D) RT-PCR analysis of the alternative splicing of *frq* I-6 at DD12 to DD42 in increments of 6 h in WT and *frq^9^* strains. The values are presented as the mean ± SD, n = 3. (E) The oscillator of the *Neurospora* circadian clock consists of positive and negative elements including FRQ, FRH, WC-1 and WC-2, which constitute the transcriptional-translational negative feedback loop. The protein levels and assembly of PRP5 are controlled by the circadian clock. PRP5 regulates circadian in at least two pathways: 1) feeds back to regulate the splicing of *frq* and 2) mediates the rhythmic splicing events of a set of downstream genes.

In the *Neurospora* circadian clock, seven alternative splice variants of the core clock gene *frq* are observed (Diernfellner *et al.* 2005). At the protein level, these variants yield two FRQ isoforms, s-FRQ and l-FRQ, depending on exclusion or inclusion of *frq* I-6, respectively. The *frq* open reading frame (ORF) has three putative initiation codons (AUG), of which only the first and third function in the initiation of translation (Liu *et al.* 1998; Colot *et al.* 2005). The protein product that is translated from the first initiation codon is l-FRQ, whereas s-FRQ is translated from the third initiation codon and lacks 99 amino acid residues from its N-terminus. Splicing of *frq* I-6 removes the first initiation codon so that the *frq* mRNA lacking I-6 is translated into s-FRQ (Liu *et al.* 1998; Colot *et al.* 2005; Diernfellner *et al.* 2005; Diernfellner *et al.* 2007; Neiss *et al.* 2008). We have previously reported that knockdown of *prp5* represses the splicing of *frq* I-6, suggesting that alternative splicing in part explains the dysregulation of the circadian clock in the ds*prp5* strain (Zhang *et al.* 2015).

Diernfellner *et al.* showed that splicing of *frq* I-6 displayed a rhythm under DD, suggesting that splicing of *frq* I-6 is under circadian control (Diernfellner *et al.* 2007). Here we further measured the levels of the spliced transcript variants in the WT and *frq^9^* strain, which bears a frame-shift mutation in the *frq* ORF and produces a truncated protein product with no circadian function (Aronson *et al.* 1994). RT-PCR using primers flanking *frq* I-6 was carried out to examine the expression of *frq* with spliced or unspliced I-6 under DD, in the WT and *frq9* strains (Figure 5D). Considering that the oscillation at the transcriptional level might mask the analysis of splicing rhythmicity, we calculated the ratio of spliced isoforms *vs.* unspliced isoform. The results showed that the ratio of spliced/unspliced transcripts oscillated in WT which is consistent with the previous observation (Diernfellner *et al.* 2007). In contrast, both the unspliced and spliced species showed no overt rhythms in *frq^9^* (Figure 5D).

## Discussion

In eukaryotes, the regulation of alternative splicing plays a critical role in regulating the normal rhythms of the circadian clock. The rhythmicity of spliced variants can be attributed to rhythmic transcription, rhythmic splicing or a combination of both (Koike *et al.* 2012; Partch *et al.* 2014; Lipton *et al.* 2015).

PRP5 is an RNA-dependent ATPase present in the commitment complex, which regulates pre-spliceosome formation and the release of spliced mRNA from the spliceosome. During splicing, Prp5p recruits U2 snRNP to pre-mRNA and hydrolyses ATP to stabilize the association of U2 in the pre-spliceosome in *Saccharomyces cerevisiae* (Kosowski *et al.* 2009). In this work, we revealed that PRP5 regulates the circadian rhythms of *Neurospora* may play a role in linking the circadian clock and downstream splicing events. Furthermore, some other spliceosomal factors, such as snRNA *U4-1* and *U5*, have also been implicated in the regulation of circadian clock. Repression of PRP5 and other spliceosome components resulted in differential influences on *frq* pre-mRNA splicing. For instance, knockdown of *prp5* and *U4-2* results in decreased *frq* I-6 splicing while knockdown of *prmt5* results in an increase in *frq* I-6 splicing (Zhang *et al.* 2015). For NCU09649, knockdown of *prp5* also led to decreased levels of spliced transcripts (Figure 3B), suggesting that PRP5 and *U4-2* act to promote spicing, while PRMT5 represses splicing.

Both the expression patterns of *prp5* RNA and PRP5 protein exhibited circadian rhythmicity (Figure 3E-H), moreover, we showed that the assembly of PRP5 in the spliceosome complex was governed by circadian clock (Figure 4). Taken together with its important role in pre-spliceosome formation (Kosowski *et al.* 2009), these findings suggest that circadian clock may regulate the composition and function of spliceosome and a set of splicing events as consequence.

FRQ is the core circadian regulator in *Neurospora*, and alternative splicing of *frq* I-6 is critical for the production of FRQ isoforms (Liu *et al.* 1997). The alternative splicing of *frq* I-6 can be affected by the ambient temperature and associated genes (Liu *et al.* 1997; Garceau *et al.* 1997; Colot *et al.* 2005; Diernfellner *et al.* 2005; Brunner and Diernfellner. 2006; Zhang *et al.* 2015). The alternative splicing of *frq* I-6 exhibited overt circadian rhythms (Figure 5D), in agreement with the previous findings (Diernfellner *et al.* 2007; Zhang *et al.* 2015), these data confirme that the splicing of *frq* I-6 is rhythmically governed by the circadian clock.

As for NCU09649, the levels of both unspliced and spliced transcripts oscillated (Figure 5B, C), but the ratio of the spliced *vs.* unspliced species showed no overt rhythmicity, suggesting that both the transcription and splicing of NCU09649 are under control of the circadian clock. Repression of *prp5* led to altered splicing patterns, suggesting that PRP5 plays an important role in mediating the pre-RNA splicing of NCU09649. Together, these findings suggest that PRP5 may bridge the circadian clock and alternative splicing through regulating the spliceosome function (Figure 5E).

The circadian period of the strain exclusively expressing l-FRQ is shorter compared to the WT strain which expresses l-FRQ and s-FRQ simultaneously while the strain exclusively expressing s-FRQ possesses a longer period (Liu *et al.* 1997). In this work, the heterokaryon knockout strains of *U4-1* and *U5* showed shorter circadian periods, which might be due to less splicing of *frq* I-6. Consistently, in absence of QA, ds*prp5* displayed a shorter period (Figure 1G,H). The ratio of *frq* transcripts containing I-6 is significantly increased in ds*prp5* strain (Zhang *et al.* 2015), however, the molecular rhythms ds*prp5* was too dampened to calculate the period (Figure 2E). These data suggest that in addition to *frq* I-6 splicing, other unknown regulators, which are likely potential PRP5 targets, might be involved in determining the abnormal periodicity (Figure 5E). Decoupling between different regulatory layers might occur in the control of circadian clock, for instance, the *fwd-1* null strain showed robust rhythms at the transcriptional level of *frq* but not the FRQ protein level (Larrondo *et al.* 2015). Though the conidiation rhythms and clock gene expression were affected in ds*prp5* strain, at the molecular level, it still showed rhythmicities revealed by *frq*/FRQ expression and luciferase reporter assay (Figure 1 and Figure 2), suggesting that decoupling might occur between the flow from circadian oscillator to the output.

How the deposited data were processed for this re-analysis (not part of the article)

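The mRNA-seq of WT at DD12 and DD20 was analysed from 1 table of RPKM values, with 1 column per time point. Whether a column holds 1 library or combined duplicates is not stated in the paper's text, and it is called a library here. The authors made the deposited RPKM values by counting reads on gene models and dividing by gene length and library total. The paper's text names no aligner, counting method, strand handling or genome build, and refers to a Supplemental Protocol that was not used here. All sample columns of the table were used. The samples were assigned by their labels and the paper, with no assignment from values.
The table was read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plotted with matplotlib 3.10.9. The library totals were recovered as 30712952 reads at DD12 and 29960356 at DD20, and the length of each gene was taken as every whole number from 30 nt to its RefSeq span that gave whole reads at both time points within 0.003 reads. At most 26143262 of the reads at DD12 and 25933085 at DD20 can lie on the genes of the table, so the totals include other reads. The reads of 6 genes were too many to resolve. The recovered reads were used for depth, gene lengths and counting intervals. An interval that excludes 0 compares the columns of the table and not the conditions, and no count model was fitted.
Ratios were taken as log2((RPKM at DD20 + 1)/(RPKM at DD12 + 1)). Genes with a mean RPKM of at least 1 were kept. Genes were counted as different at a ratio of 2-fold, a log2 ratio of 1. A list of genes was described by the percentile of its median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins. Lists of light-induced, conidiation and ccg genes were formed from symbols. The snRNP genes of Figure 3B and prp5 were not analysed here because no symbol of theirs matched (0 of 18), and the planned lists of spliceosome and ribosomal protein genes were not formed because they rest on product names, which the annotation used does not give. RefSeq coordinates were not reported, since the genome build of the table is not named.
Genes were named by a rule set before the data were examined. It called for the genes the paper names that could be matched. Those taken were NCU09649, NCU02572, NCU09547, frq, wc-1, wc-2, frh, vvd and al-3 (vvd and al-3 only in Figure 3C). Other genes in the paper's text, such as his-3, qa-2 and fwd-1, were not included. The rule also took the 5 highest and 5 lowest log2 ratios among genes with an RPKM of at least 10 in at least 1 library. The 5 most abundant genes of each library were taken too. The 5 most abundant were the same genes at both time points: NCU17319 (rRNA), gpd-1, NCU06110, nmt-1 and eas. Other pseudocounts (0.1 and 5), centred ratios, rescaled libraries, other filters and the removal of the 10 most abundant genes were also set then. Removal of rRNA reads from the totals, removal of a length trend (on RefSeq span), ccg synonyms and the inference of introns were added after the data were examined.
The steps were tested on simulated data made from the real genes. Whole reads were found for 100% of 8915 genes, and 100% of 6835 unique lengths were right. Of 194 expressed genes changed 4-fold, 97.4% were called 2-fold different, against 0% of 7183 unchanged genes. The simulated columns differed by independent read counting only, with no variation between RNA pools. The 0% is therefore not a rate of false calls for the real columns. Of 200 lists without a shift, 3% lay outside the central 95% of random lists.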

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

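Which values serve as tests of explanations was decided after the results were seen. The light-induced list and some of the settings had been set before the data were examined. The results come from genes that the paper's text does not discuss in this experiment. With 1 column per time point, a difference between time points cannot be separated from a chance difference between RNA pools.
The paper's text does not report expression of whole genes from these libraries. Of 7414 genes, 55 were higher at DD20 and 173 were higher at DD12 by 2-fold or more, although the median log2 ratio of all genes was 0.15. The 10 most abundant genes took 22.9% of the summed RPKM at DD12 and 15.0% at DD20, and 8 of them were lower at DD20. The median was 0.10 with libraries rescaled over all genes, -0.030 when rescaled without the 10 most abundant genes, and 0.12 with rRNA reads left out of the totals. Each of these settings multiplies a library by 1 factor, so apart from the added 1 it moves all genes by the same amount. Genes with low values moved by other amounts, as the added 1 weighs differently after rescaling. With libraries rescaled over all genes, vvd moved from -3.07 to -3.58 and NCU01380 from 1.69 to 1.72. None of these settings therefore tests whether the abundant genes or the rRNA reads caused the shift of the median, and its cause stays open.
The light-induced genes of a list fixed before the data were examined (al-1, al-2, al-3, vvd, cry, phr, con-6, con-10 and sub-1) had a median log2 ratio of -0.91 over the 8 with a mean RPKM of at least 1, and 7 of the 8 were lower at DD20. The lowest was vvd, with 1466 reads at DD12 and 87 at DD20. Of the 10000 random lists, 0 had a lower median, which argues against scaling of the libraries, and 0 did after the length trend was removed. The counting interval lay below 0 for 6 of the 8 genes, which argues against counting error. With each gene left out in turn the median was -0.94 or -0.89. These are the middle values of the list (al-2 and con-10), so leaving out 1 gene cannot test how stable the median is. A difference in conidiation between the cultures stays open. The conidiation list shares con-6 and con-10 with the light list, and its 5 other expressed genes had a median of -0.26 at percentile 4.06, while the 6 light-induced genes outside the conidiation list had a median of -0.76. RNA left from before the dark, or light reaching the DD12 cultures, stays open too, as frq, with a log2 ratio of 0.29 and a rhythm of its own, does not decide it. A candidate biological explanation, untested here, is a circadian difference between the time points.
Among single genes, NCU01348 had a log2 ratio of -3.78 and NCU00309 one of 2.03. For ccg-14, chosen after its value was seen, the log2 ratio was -2.93, from 27276 reads at DD12 to 3434 at DD20. Counting intervals excluded 0 for these genes, and no biological explanation was tested.
Genes that RefSeq lists as rRNA took 7.75% of the reads at DD12 and 5.31% at DD20 although the libraries were made from polyA RNA. Most of these reads lie on NCU17319, for which the length of its RefSeq entry was assumed. All 5 rRNA genes with an RPKM of at least 100 were lower at DD20, with log2 ratios of -0.76 to -0.27. These genes make up most of the rRNA reads, so their fall restates the lower share and does not test what caused it. Other abundant genes went both ways. Of the 60 genes of any kind with a mean RPKM of at least 1000, 44 were higher at DD20 and 16 were lower, with a median log2 ratio of 0.31. A different share of rRNA carried into the libraries stays open. Single rRNA genes swung further. NCU15731 had a log2 ratio of -5.43, from 7438 reads to 71, and NCU15738 was listed at 0 at DD20. As 2 of the 14 rRNA genes with an RPKM of at least 1 were higher at DD20 (NCU15735, which was listed at 0 at DD12, and NCU15759, both noticed after their values were seen), a lower rRNA share does not account for every swing. Placement of reads among similar rRNA copies was not tested, as no genome sequence was used.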

How the results depend on the processing

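No paired analysis was possible because the table has 1 column per time point, and no replicate could be left out. Results for prp5, the snRNP genes of Figure 3B, and the planned lists of spliceosome and ribosomal protein genes, which were to be formed from product names, were not run under any setting.
The numbers of genes at 2-fold or more depended on the processing. Against 55 genes higher at DD20, there were 99 with a pseudocount of 0.1, 29 with a pseudocount of 5, 31 with centred ratios and 35 without the 10 most abundant genes. Against 173 genes higher at DD12, there were 91 with a pseudocount of 5, 102 among genes with a mean RPKM of at least 10 and 335 without the 10 most abundant genes. The smaller number at an RPKM of at least 10 comes with fewer genes (4127 against 7414), and the causes of the others were not tested. In every setting run, more genes were higher at DD12 than at DD20. The share higher at DD20 was 24.1%. It ranged from 9.46% without the 10 most abundant genes and 10.8% with centred ratios to 26.6% at a mean RPKM of at least 10, 29.1% with a pseudocount of 0.1 and 30.9% with the length trend removed. The median log2 ratio of all genes moved from 0.15 to 0.10 with rescaled libraries and to -0.030 without the 10 most abundant genes, so directions of genes within that shift of 0 are not settled.
The ratio of wc-2 was -0.15, and -0.30 with centred ratios, where the shift is set by the centring. The ratio of wc-1 was 0.023 and changed sign to -0.13 with centred and -0.032 with rescaled libraries, within its counting error. For 12 other named genes, 14 of 48 values moved beyond the counting error, 8 of them with a pseudocount of 5, and 0 of the genes changed sign. The expressed genes with an inferred intron fell from 4162 to 2462 at a mean RPKM of at least 10, since fewer genes pass.
The median of the light-induced genes stayed below 0 in every setting run, from -1.20 with a pseudocount of 0.1 to -0.59 in the 3 genes with a mean RPKM of at least 10, where it lay at percentile 1.37. The median of the conidiation genes was -0.55 at percentile 0.08 and also stayed below 0. The median of the ccg genes was -0.0061 at percentile 9.41, but the list was split, with 4 genes lower at DD20 and 4 higher. The log2 ratios of the lower genes were -2.93 (ccg-14), -2.15 (ccg-13), -0.71 (ccg-9) and -0.030 (ccg-15). Those of the higher genes reached at most 0.085 (ccg-1). The median therefore does not describe ccg-14, ccg-13 and ccg-9. The median changed sign to 0.017 at a mean RPKM of at least 10 and to 0.0016 with no expression filter. These changes of sign were small beside the spread among the genes. The median was lower with centred ratios (-0.16) and with rescaled libraries (-0.067). With ccg synonyms, added after the data were examined, it was -0.22 over 11 genes at percentile 0.895.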

Differences from the paper's values

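The paper names NCU02572 and NCU09547 as the snRNA genes U5 and U4-1, while RefSeq lists both as protein-coding genes in assembly NC12. No alternative bears on this.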

Other observations

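All tests described here were chosen after the results were seen.
The paper's claims on the clock genes rest on other samples. In these libraries, frq had 5.47 RPKM at DD12 and 6.89 at DD20, from 669 and 823 reads. The values of wc-1 were 6.52 and 6.64 RPKM, and those of wc-2 were 20.0 and 17.9 RPKM. The values of frh were 12.7 and 22.5 RPKM, a log2 ratio of 0.78, and those of al-3 were 25.0 and 17.5 RPKM. NCU02572 and NCU09547 had log2 ratios of 0.57 and 0.38. Other genes with large rises were NCU00322, from 16.7 to 64.1 RPKM, pmg, from 17.2 to 58.9 RPKM, and NCU01380, from 5.87 to 21.1 RPKM.
Longer genes had higher ratios. Spearman's rho between length and log2 ratio was 0.12 across 5766 genes, which are not independent replicates, and 0.13 after the expression trend was removed, which argues against expression level as its cause. The median was 0.085 in 392 genes under 1000 nt and 0.28 in 255 genes of at least 5000 nt. A difference in RNA quality between the libraries was not tested.
The median absolute log2 ratio differed by -0.012 between genes with and without an inferred intron, at percentile 1.22 of 10000 shufflings within expression bins. The central 95% of the shuffled differences reached 0.022 to either side of its middle. That spread is not a margin around -0.012, which lay outside the central 95% at this percentile. Genes are not independent replicates, so the percentile does not measure variation between RNA pools. The difference was -0.024 with a pseudocount of 0.1 and -0.025 at a mean RPKM of at least 10. No explanation was tested.
Of 36 symbol families with at least 6 expressed genes, 4 lay outside the central 95% of random lists, against 1.8 that screening many families gives by chance. These numbers cannot tell which of the 4, if any, differ beyond chance. All 4 were chosen after their values were seen. The medians were 0.56 for cyt (percentile 99.8), 0.59 for tom (99.3), 0.46 for tca (97.6) and -0.38 for ncw (1.07). Without the 10 most abundant genes they were 0.42, 0.39, 0.26 and -0.58. With the length trend removed, cyt, tom and ncw stayed outside the central 95%, but tca moved inside it (percentile 96.1). The tim family then moved outside it, from percentile 95.2 to 99.4.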
